A study of Mus musculus with 12 samples (transcriptomic, total RNA). Its data were reported in "Depletion of tRNA-halves enables effective small RNA sequencing of low-input murine serum samples" (2016).

How the data were processed

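Small RNA was sequenced from 12 libraries of murine serum. Serum had been drawn from 3 female athymic NCr nude mice before and 2 weeks after human SH-SY5Y neuroblastoma cells were implanted under the renal capsule. SH-SY5Y is an established human neuroblastoma cell line. The RNA of each of the 6 sera, isolated from 50 μl of serum, was divided into 2 aliquots, and 1 aliquot was depleted of 5′ tRNA fragments. These fragments hold the 5′ part of a tRNA, cut in the anticodon loop, which take up most reads of a murine serum library. In the depletion, biotinylated DNA probes hybridized to the fragments and were pulled out with magnetic streptavidin beads. All libraries were made with the TruSeq small RNA kit and 15 PCR cycles. Each library therefore belongs to one of 4 groups (before or after injection, depleted or undepleted) with 3 libraries each, and the mouse number in the labels links the groups.

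The values are read counts per mature miRNA, deposited by the authors as 2 tables for each library, 1 for mouse and 1 for human miRNAs. The authors had trimmed adaptors with Cutadapt, discarded short reads and reads without an adaptor, filtered on base quality with the FASTX-Toolkit and mapped the rest with Bowtie without mismatches. Reads were then assigned to miRNAs by their overlap with miRBase coordinates on the mouse (GRCm38/mm10) or human (GRCh37/hg19) genome. The same reads could thus be counted in both tables where a miRNA is present in both species. The deposited counts are not normalized, each library has its own tables, and a miRNA without reads is not listed, so a missing entry was taken as 0. How reads matching more than one locus were counted is not stated. Counts of tRNA fragments, other RNA classes and total reads are not in the files analysed here, so the efficiency of the depletion itself could not be measured. The tables name miRNAs by miRBase accession (MIMAT numbers). No table of miRBase names or sequences was available, so miRNAs are given by accession, except mmu-miR-16-5p (MIMAT0000527), whose accession the study states. For the same reason a check of GC content was void.

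Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, the tool the study used, on the counts as deposited. The mouse and human tables and the depleted and undepleted libraries were fitted separately, with time point as the only term. The settings were median-of-ratios size factors, the Wald test with the zero-centred prior on fold changes, independent filtering, and all miRNAs with at least 1 count in the fit. The prior pulls log2 fold changes towards 0, most strongly those of low or variable miRNAs. A miRNA was called changed at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 2-fold (log2 fold change of at least 1 in size). The effect of depletion was fitted on all 12 mouse tables with time point as a covariate. An interaction of time point and depletion was fitted without the prior and called on the adjusted p-value alone. On counts simulated from the real means, library sizes and dispersions, with 156 miRNAs changed 4-fold, DESeq2 recovered 80.8% of the changes in the design of 3 against 3 libraries, and 5.26% of its calls were false. In the design of 6 against 6 it recovered 95.2% of 104 changes. These simulated calls used the adjusted p-value alone, without the 2-fold cut-off. More miRNAs were changed than were called in the data, and all libraries were drawn independently. These rates therefore do not carry over to the calls reported below.

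Total counts, numbers of detected miRNAs (at least 4 counts, the study's cut-off) and correlations were computed in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1. Paired values of the 6 sera were tested with an exact sign-flip permutation test over 64 sign patterns, whose smallest p-value is 0.03125. Groups of 3 were compared with an exact permutation test, whose smallest p-value is 0.1. Human and mouse miRNAs were matched by their counts: a human miRNA was given a mouse counterpart if a mouse miRNA had identical counts in all 12 libraries, and the remaining ones were called human-only. This rule was fixed before the processed files arrived. A second rule, which allows summed differences of up to 10% of the counts, was added after the files had been seen, as were the comparison of human miRNAs counted only after injection and the tests, paired by mouse, of the count ratio and the gain in detected miRNAs between time points.

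miRNAs were named in the text by a rule fixed in advance: in each tumour fit, up to 4 with the smallest adjusted p-value among the changed miRNAs that moved the same way in all 3 mice; in the depletion fit, up to 3 that did so in all 6 sera; in the fit of human miRNAs in depleted libraries, up to 3 further ones without an identical counterpart; and MIMAT0000527 in every mouse fit. Alternatives were edgeR 4.0.16 (quasi-likelihood test, TMM normalization), TMM factors in DESeq2, a filter of at least 4 counts in at least 3 libraries, no independent filtering, no prior, no fold change cut-off, the mouse or serum as a replicate block, leaving out each mouse, other detection cut-offs, and random thinning of the larger libraries (20 seeded draws). Depth ranged from 21235 to 2271549 counts per library in the mouse tables and from 34472 to 3854909 in the human tables. The smallest share that could be seen (3 counts of the total) was thus between 1.32 and 141 ppm in the mouse tables. Replicates of a group were not duplicates of one library: the smallest chi-square per degree of freedom between 2 libraries of a group was 7.72.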

Results

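The data comprised miRNA counts from 12 small RNA libraries, made from 6 sera of 3 mice (mice 1046, 1047 and 1069), each serum with and without depletion of 5′ tRNA fragments. Across all libraries, 874 mature miRNAs were listed for mouse and 466 for human. Depleted libraries held 1369290 ± 441449 mouse-annotated counts before injection (SD, n = 3) and 1931390 ± 295258 after injection (SD, n = 3). Undepleted libraries held 69473 ± 41929 counts before injection (SD, n = 3) and 56512 ± 10148 after injection (SD, n = 3). The smallest library was the undepleted aliquot of the first serum of mouse 1069, with 21235 counts.

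First, the effect of the depletion on miRNA yield was evaluated by comparing the 2 aliquots of each serum. The depleted aliquot held more mouse miRNA counts in 6 of 6 sera. The ratio of depleted to undepleted counts ranged from 13.9 to 45.9, with a geometric mean of 28.2 (log2 ratio 4.82 ± 0.67, SD, n = 6 sera, exact sign-flip permutation test, p = 0.03125, the smallest value 6 pairs can give). Total sequenced reads are unknown, so this ratio compares the counts of 2 libraries and not their miRNA fractions. The ratio was 23.2 (geometric mean, n = 3) before injection and 34.3 after injection (n = 3, exact permutation test without pairing, p = 0.4). It was higher after injection in 3 of 3 mice (exact sign-flip permutation test paired by mouse, p = 0.25, the smallest value 3 pairs can give). In the human tables the geometric mean was 29.5. The 6 sera come from only 3 mice, and leaving out mouse 1069 lowered the geometric mean to 22.3.

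The number of detected mouse miRNAs, at a cut-off of 4 counts, rose from 158 ± 20 in undepleted to 417 ± 39 in depleted libraries (SD, n = 6 each). The gain was between 200 and 307 miRNAs per serum, with a mean of 259 ± 42 (SD, n = 6, exact sign-flip permutation test, p = 0.03125). For human miRNAs, detection rose from 127 ± 12 to 280 ± 25 (SD, n = 6 each). The gain in mouse miRNAs was 226 ± 30 before injection (SD, n = 3) and 293 ± 13 after it (SD, n = 3, exact permutation test, p = 0.1, the smallest value possible with 3 against 3). It rose in 3 of 3 mice (exact sign-flip permutation test paired by mouse, p = 0.25). The strongest effect of processing came from depth: with every library thinned to 21235 counts, the mean gain was 9.33 miRNAs (median of 20 draws per library).

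**Figure D1:**
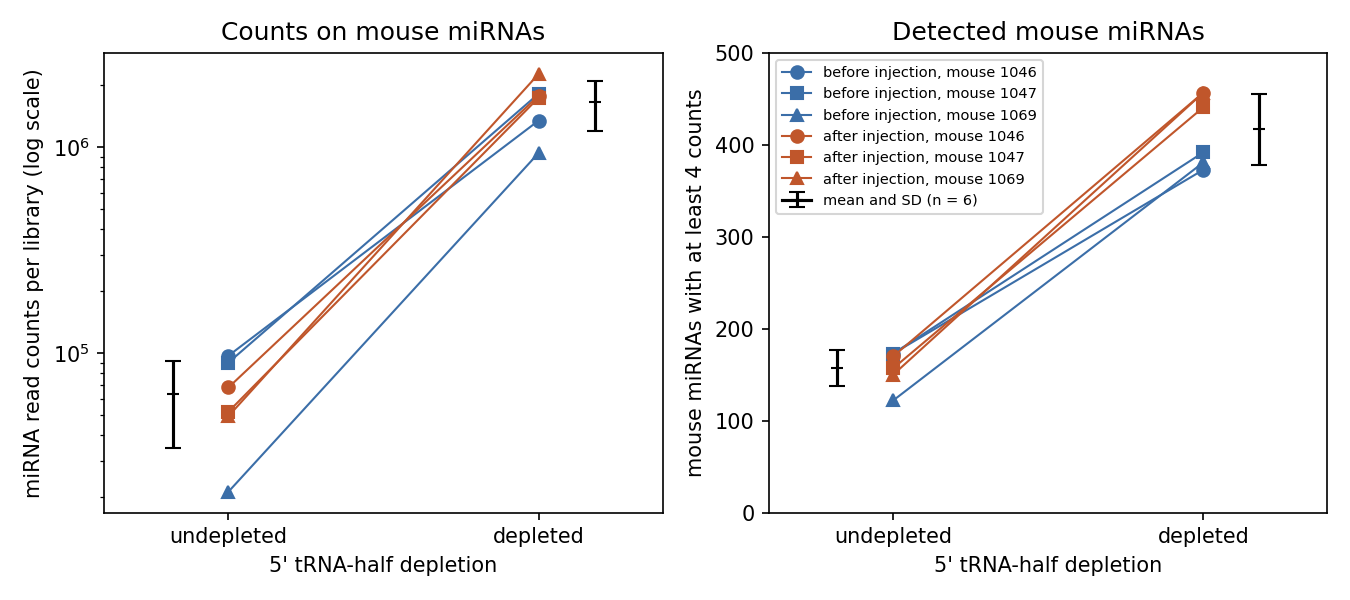
Mouse miRNA counts per library (left, log scale) and number of mouse miRNAs with at least 4 counts (right) in the undepleted and depleted aliquots of the 6 sera; lines join aliquots of one serum, symbols give the mouse, colours the time point, and black marks the mean and SD of 6 libraries. Every line rises, from at most 97183 to at least 938706 counts and from at most 173 to at least 373 detected miRNAs.

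Next, relative miRNA levels were compared between aliquots, to assess whether depletion affects miRNA expression values. Across the 122 to 173 mouse miRNAs with at least 4 counts in both aliquots, the log10 counts correlated with Pearson's r between 0.955 and 0.970 in the 6 sera (mean 0.960 ± 0.006, SD, n = 6). This correlation is across miRNAs, which are not independent replicates. It was lowest, at 0.915, when all miRNAs with a count in either aliquot were included.

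Individual miRNAs were then tested for a difference between depleted and undepleted libraries. With DESeq2, 32 of the 383 mouse miRNAs that passed independent filtering were changed (adjusted p-value under 0.05 and at least 2-fold), of which 19 were higher and 13 lower in depleted libraries. Of these 32, 26 moved in the same direction in all 6 sera. They made up 1.97% of the mouse counts in depleted and 3.37% in undepleted libraries. Of the 115 miRNAs with a mean normalised count of at least 50, 14 were changed. The smallest adjusted p-value was that of MIMAT0004825, which fell from 7411 ± 1495 to 1318 ± 258 normalised counts upon depletion (SD, n = 6 each, log2 fold change -2.46, standard error 0.18, DESeq2 adjusted p = 3.00e-41). MIMAT0004934 rose from 84.4 ± 22.8 to 561.7 ± 200.7 normalised counts (SD, n = 6, log2 fold change 2.70, standard error 0.21, DESeq2 adjusted p = 5.18e-35). MIMAT0000162 rose from 13.9 ± 8.2 to 455 ± 251 normalised counts (SD, n = 6, log2 fold change 4.58, standard error 0.44, DESeq2 adjusted p = 1.33e-23), on the basis of at most 6 raw counts in any undepleted library and at least 1345 in every depleted one.

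In the study, mmu-miR-16-5p (MIMAT0000527) was the miRNA measured to assess whether depletion affects miRNA levels. Here it was lower in the depleted aliquot of all 6 sera. Its log2 fold change was -0.56 (standard error 0.16, DESeq2 adjusted p = 0.00525), under the 2-fold cut-off. With TMM factors this became -0.29 (standard error 0.19) with a DESeq2 adjusted p of 0.380, so its difference depended on the normalization. Normalised counts are relative and cannot show a loss common to all miRNAs. Genes named Mir16-1 and Mir16-2 are annotated in GRCm38 (GENCODE M21) on chromosome 14 from 61631880 to 61631972 on the minus strand, where they overlap an exon of the non-coding Dleu2, and on chromosome 3 from 69009902 to 69009996 on the plus strand, in an intron of Smc4, respectively. The counts do not tell these loci apart.

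The aliquots are paired by serum, a pairing taken from the labels. The deviations of the 2 aliquots of one serum from their group means correlated with a mean r of 0.80 over 68 miRNAs, against -0.35 for aliquots of different sera. With the serum as a replicate block, 27 miRNAs were changed by depletion, compared with 32 without the block. Dropping the fold change cut-off moved this number most, to 55. TMM factors gave 42, of which 32 were higher and 10 lower in depleted libraries.

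To investigate which circulating miRNAs differ after tumour growth, sera drawn after injection were compared with sera drawn before, separately in depleted and undepleted libraries. No mice without tumour cells were sampled at the later time point in the files analysed here, so the comparison contains both tumour and elapsed time. In depleted libraries, 33 of 310 tested mouse miRNAs were changed, 15 higher and 18 lower after injection, and 32 of the 33 moved the same way in all 3 mice. MIMAT0000145 fell from 11535 ± 4095 to 3327 ± 506 normalised counts (SD, n = 3 each, log2 fold change -1.64, standard error 0.29, DESeq2 adjusted p = 3.94e-06). MIMAT0000156 decreased similarly, from 5084 ± 2055 to 1454 ± 275 (SD, n = 3, log2 fold change -1.65, standard error 0.30). MIMAT0000565 increased from 1627 ± 295 to 3935 ± 684 (SD, n = 3, log2 fold change 1.19, standard error 0.26, DESeq2 adjusted p = 0.000347), and MIMAT0004649 from 98.4 ± 29.6 to 284 ± 33 (SD, n = 3, log2 fold change 1.38, standard error 0.31). The level of mmu-miR-16-5p fell from 213564 ± 45918 to 97104 ± 13048 (SD, n = 3, log2 fold change -1.07, standard error 0.25, DESeq2 adjusted p = 0.000882).

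In undepleted libraries, 12 of 108 tested mouse miRNAs were changed, 9 higher and 3 lower. The smallest adjusted p-value belonged to MIMAT0000221, which rose from 3376 ± 929 to 8785 ± 1690 normalised counts (SD, n = 3, log2 fold change 1.29, standard error 0.25, DESeq2 adjusted p = 1.86e-05). MIMAT0000145 had a log2 fold change of -1.35 (standard error 0.28) here, and those of MIMAT0001632 and MIMAT0003454 were -1.17 and 1.14. For mmu-miR-16-5p the log2 fold change was -0.95 (standard error 0.24), which after the prior is just under the 2-fold cut-off. Its mean normalised counts fell from 9726 ± 2332 to 4823 ± 888 (SD, n = 3). Without mouse 1047 only 1 mouse miRNA was changed in undepleted and 11 in depleted libraries, the largest shift in number among the alternatives.

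The same mouse was sampled before and after injection, and the pairing by mouse was taken from the labels. The deviations of the 2 sera of one mouse from their group means did not go together: their mean correlation was -0.06 in depleted and -0.21 in undepleted libraries, against 0.03 and 0.10 for sera of different mice. The values for different mice mirror the others because deviations within a group cancel out, so they are no independent comparison. With the mouse as a replicate block, 26 mouse miRNAs were changed in depleted and 11 in undepleted libraries, and 18 and 8 human miRNAs, respectively.

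To ask whether both arms show the same tumour-associated changes, log2 fold changes were compared between them. Of the 33 mouse miRNAs changed in depleted libraries, 30 had the same sign in undepleted libraries, and all 12 miRNAs changed in undepleted libraries had the same sign in depleted ones. Over the 68 mouse miRNAs with at least 50 normalised counts on average in both arms, Pearson's r of the log2 fold changes was 0.963 and Spearman's rho 0.951, across miRNAs that are not independent replicates. Within each mouse, the log2 changes of the 2 aliquots correlated with r of 0.756, 0.812 and 0.890 (mean 0.819 ± 0.067, SD, n = 3), on the log2(normalised count + 1) scale, which understates changes of low miRNAs. Restricted to miRNAs with at least 50 counts in all 4 libraries of a mouse, the mean r was 0.938. Both arms are aliquots of the same sera, so they share differences between sera of any cause. With the time-point means removed, the deviations of the 2 aliquots still correlated with a mean r of 0.80. The likeness of the arms is thus not an independent replication of a tumour effect. A test of the difference itself found none: no mouse miRNA had an interaction of time point and depletion with an adjusted p-value under 0.05, and the smallest adjusted p-value in DESeq2 was 0.998. With the serum as a replicate block the number of such miRNAs was also 0. The median standard error of the interaction was 0.41 on the log2 scale over the 12 miRNAs changed in undepleted libraries. The power of this test was not simulated, so differences of moderate size may have gone undetected.

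**Figure D2:**
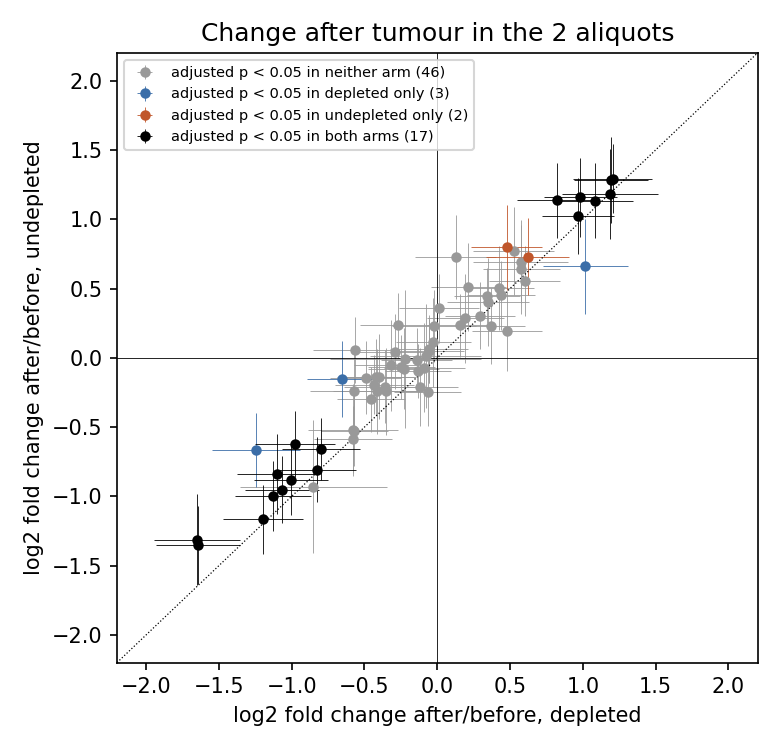
Log2 fold change after against before injection in depleted (horizontal) and undepleted (vertical) libraries for 68 mouse miRNAs, with standard errors as bars and the dotted line marking equal change; colours give the arms in which the DESeq2 adjusted p-value is under 0.05. The points follow the line: 17 miRNAs pass in both arms, 3 in depleted and 2 in undepleted libraries only, and 8 of the 68 have opposite signs.

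In the human tables, 23 of 323 tested miRNAs were changed in depleted libraries, 17 higher and 6 lower after injection, all of them in the same direction in the 3 mice. In undepleted libraries 9 of 89 were changed, 6 higher and 3 lower. This balance depended on the settings. With TMM factors 6 were higher and 7 lower, with edgeR 6 and 9, and without the fold change cut-off 10 and 11. The other alternatives that kept all 3 mice gave more higher than lower miRNAs. Most of the leading human miRNAs had counts identical or nearly identical to those of a mouse miRNA already given above. The counts of MIMAT0000427 equalled those of mouse MIMAT0000145 in all 12 libraries, and its log2 fold change was -1.54 (standard error 0.30) in depleted and -1.32 (standard error 0.28) in undepleted libraries. Those of MIMAT0000436 and mouse MIMAT0000156 differed by 1 count in total (log2 fold change -1.54, standard error 0.29), and those of MIMAT0000440 and mouse MIMAT0000221 also by 1 count (1.26, standard error 0.27, in depleted and 1.33, standard error 0.24, in undepleted libraries). MIMAT0000752 and MIMAT0004697 rose by log2 fold changes of 1.25 and 1.18 in depleted libraries, and MIMAT0000068 fell by 1.04 on the log2 scale. In undepleted libraries MIMAT0001631 had a log2 fold change of -1.14 and MIMAT0000424 of 1.17. MIMAT0000425 differed from the nearest mouse miRNA by 3160 of its 28018 counts, just outside the 10% tolerance, and rose from 2521 ± 560 to 5356 ± 733 normalised counts in depleted libraries (SD, n = 3, log2 fold change 1.01, standard error 0.25, DESeq2 adjusted p = 0.00229), and it was counted at least 1346 times in every serum drawn before injection. When both tables are joined and matched pairs counted once, 42 miRNAs were changed in depleted libraries, 24 higher and 18 lower, and 13 in undepleted libraries, 10 higher and 3 lower. Of the 42, 7 came from the human table and had no mouse counterpart within 10% of their counts. MIMAT0000425 is among these 7, and is the only such miRNA among the 13. Its nearest mouse miRNA, MIMAT0000141, was itself changed in undepleted libraries (log2 fold change 1.16, DESeq2 adjusted p = 0.000757). The 13 may thus include the same miRNA from each table, left unmatched by the 10% rule. The number of changed human miRNAs moved furthest with edgeR's quasi-likelihood test in depleted libraries, to 43, and without the fold change cut-off in undepleted libraries, to 21. Leaving out mouse 1047 lowered the numbers to 6 and 1.

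Finally, the human-only fraction was compared between sera, with the sera drawn before injection as background. By the rule set in advance, 148 human miRNAs had no mouse miRNA with identical counts. They held 78.8% ± 2.1 of human-annotated counts before and 77.0% ± 0.2 after injection in depleted libraries (SD, n = 3 each), a difference of -1.86 percentage points (exact permutation test, p = 0.3). The same comparison paired by mouse gave p = 0.25 in the exact sign-flip test, the smallest value 3 pairs allow. In undepleted libraries the shares were 75.6% ± 3.4 and 76.1% ± 1.5 (SD, n = 3 each, exact permutation test, p = 1.0). This rule is too strict to separate the species, since a single read counted in 1 table only is enough to break a match. It also errs the other way where counts are low. Mouse MIMAT0000593 matched several human miRNAs of 1 count, among them MIMAT0000102 and MIMAT0003888, so such a match need not mean the same miRNA. When differences of up to 10% were allowed, 79 human miRNAs had no counterpart, with 52.9% ± 3.7 of the counts before and 39.8% ± 4.2 after injection in depleted libraries (SD, n = 3 each, exact permutation test, p = 0.1). A single miRNA, MIMAT0002177, held 50.4% ± 3.5 of the human-annotated counts before and 36.4% ± 4.3 after injection (SD, n = 3 each, exact permutation test, p = 0.1). Taking MIMAT0002177 out of the human-only share, with its counts kept in the total, turned the difference of -1.86 into 12.1 percentage points. No other alternative moved the difference further. The reversal is set by the change in the share of MIMAT0002177, -13.99 percentage points, and is no separate test. Neither share separates reads of human origin from the background of tumour-free sera.

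A comparison added after the data had been seen therefore counted human miRNAs without a single read in the 3 depleted libraries drawn before injection and with at least 4 counts in at least 2 of those drawn after. There were 14 such miRNAs, against 1 in the opposite direction. None of the 14 had a mouse miRNA within 10% of its counts. In the mouse tables the same rule gave 3 miRNAs in each direction. The 14 miRNAs summed to 45 counts in the serum of mouse 1046, 116 in that of mouse 1047 and 559 in that of mouse 1069. As parts of all human-annotated counts, this was 16.02 ppm (95% Wilson interval 12.0 to 21.4), 42.9 ppm (35.8 to 51.4) and 176 ppm (162 to 191). Before injection they were 0 of 1729906 to 3854909 counts, where 3 counts would have been 0.78 to 1.73 ppm. The highest single count was 102, for MIMAT0002173 in mouse 1069, and MIMAT0000772 reached 3, 21 and 98 counts in the 3 mice. In DESeq2, 5 of the 14 were among the 23 changed human miRNAs. In undepleted libraries the 14 miRNAs had 0 counts before injection and 4, 7 and 9 counts after it, and no miRNA met the rule at this depth. With at least 4 counts required in all 3 libraries drawn after injection, 4 miRNAs were left.

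**Figure D3:**
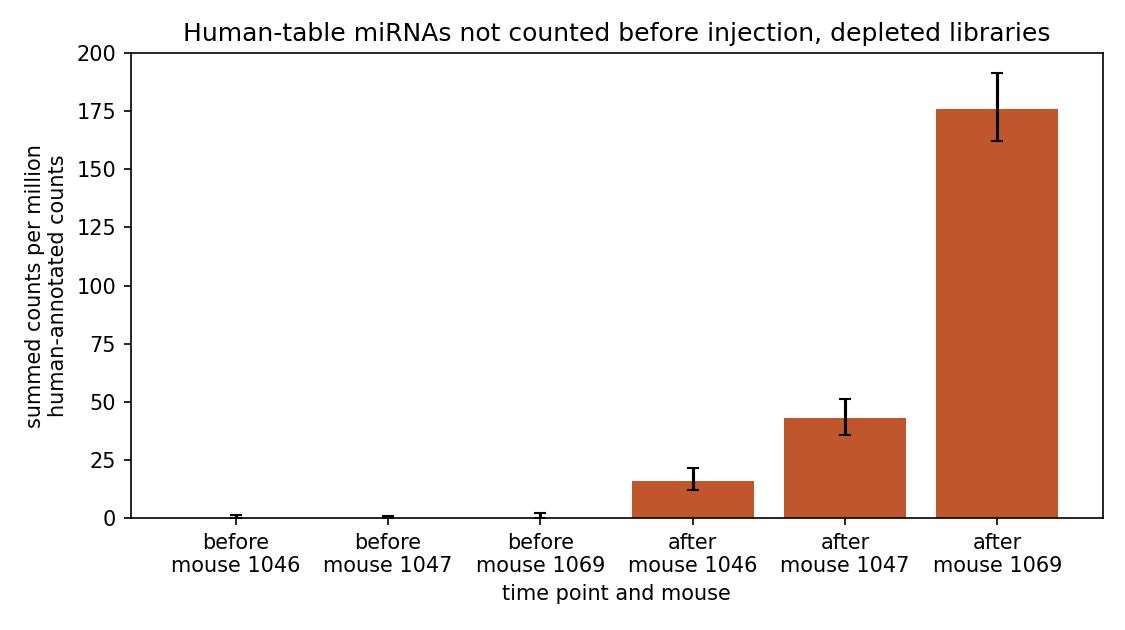
Summed counts, in ppm of human-annotated counts, of the 14 human-table miRNAs counted only after injection, in each of the 6 depleted libraries; bars give the share and error bars the 95% Wilson interval. The 3 libraries drawn before injection are at 0 by the selection, and those drawn after rise from 16.02 in mouse 1046 to 176 in mouse 1069.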

Values the study reported

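In serum of the tumour-bearing mice, the study reported 34 differentially expressed miRNAs after depletion, 18 upregulated and 16 downregulated, at an adjusted p-value below 0.05 and a fold change cut-off of 2. It assigned 6 of them to human, 13 to mouse and 15 to sequences shared by both species. Without depletion it reported 12, of which 9 went up and 3 down. In an earlier experiment on a serum pool from other, healthy mice, it reported, with library size accounted for, a 6-fold increase in mapped miRNA reads with bead-based depletion and a Pearson correlation of 0.99 over 310 miRNAs between depleted and control samples.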

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

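The main settings, the rule for named miRNAs and the alternatives were fixed before the processed files arrived, except where the text says otherwise. Of the 339 recomputed values, those of the main comparisons were labelled unchanged in direction, threshold or size in 72 cases, moved in 25, weaker in 6 and reversed in 3. A number of changed miRNAs counted as unchanged if within 1.5 times the main one. For example, 42 mouse miRNAs without the prior against 33 in depleted libraries counted as unchanged. The interaction, without a call under any alternative, also counted as unchanged. Under every alternative no miRNA was called for a tumour effect that differs between arms, in a test whose power is not known. The direction of the depletion ratio and of the gain in detected miRNAs was also the same under every alternative.

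Without the fold change cut-off, 55 mouse miRNAs were changed by depletion, and after tumour 52 mouse and 37 human miRNAs in depleted and 21 mouse and 21 human miRNAs in undepleted libraries. With edgeR's quasi-likelihood test, 43 human miRNAs were changed in depleted and 15 in undepleted libraries. Dropping the prior in DESeq2 gave 29 and 10, so the prior alone does not account for the gap. With the depleted libraries thinned to the totals of their undepleted aliquots, 14 mouse and 9 human miRNAs were changed.

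Leaving out each mouse in turn left 19 to 33 mouse miRNAs changed by depletion. For the tumour comparison it left 11 to 32 mouse miRNAs in depleted and 1 to 11 in undepleted libraries, and 6 to 17 and 1 to 8 human miRNAs. In all 4 tumour fits the fewest were changed without mouse 1047, for a reason not tested here. Without mouse 1069 more miRNAs were lower than higher in each tumour fit. For mouse miRNAs these were 14 against 5 in depleted and 6 against 1 in undepleted libraries. For human miRNAs they were 11 against 6 and 4 against 2. Without mouse 1047 more were higher than lower in each fit, and without mouse 1046 the balance leaned as in the main fits. The count ratio ranged from 22.3 to 34.3 and the gain in detected miRNAs from 247.5 to 267.25 across these fits; with 4 pairs left, the exact test cannot go below 0.125.

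The correlation between aliquots was 0.949 as Spearman's rho, 0.915 with all miRNAs counted in either aliquot and 0.952 with at least 100 counts in both. That of tumour log2 changes was 0.938 with at least 50 counts. The human-only share is not robust. With MIMAT0002177 out of the share but in the total, the difference in depleted libraries reversed to 12.1 percentage points, as its own share fell. In undepleted libraries it reversed to -10.1 percentage points when counterparts within 10% were allowed, and ranged from -2.11 to 2.31 as each mouse was left out. The number of human miRNAs counted only after tumour was 4 when 4 counts were required in all 3 libraries and 0 in undepleted libraries, and ranged from 4 to 14 as each mouse was left out. With a mouse left out, the rule needs both remaining later libraries, so it is also stricter there. For single named miRNAs, 214 values were the same, 19 weaker and none reversed. The weaker ones were fits of 2 mice, except mmu-miR-16-5p under TMM or edgeR.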

Other observations

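Depletion yielded more changed miRNAs after tumour than no depletion, 33 against 12 mouse and 23 against 9 human miRNAs. A candidate explanation is the larger total of miRNA counts alone. The depleted libraries were thinned to the totals of their undepleted aliquots. A median of 14 mouse miRNAs (12 to 16 over 20 draws) and 9 human miRNAs (8 to 12) were then changed. These numbers were within 1.5 times the undepleted ones. The prediction for this test was written after its result was known, though the thinning itself was planned in advance. The gain in detected miRNAs behaved alike: thinned to 21235 counts per library, the mean gain fell from 259 to 9.33 miRNAs, under 1 SD of the gain between sera (predicted before the result). It remained above 0 in 6 of 6 sera, between 4 and 12 miRNAs. Thinning equalises the miRNA counts, which depletion itself raises, and total reads are unknown. Both tests therefore cannot tell deeper sequencing from a larger share of miRNAs among the reads.

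The effect of depletion on single miRNAs is harder to assign. Only 1 of 100 splits of the 12 libraries into groups of 6, the real one, gave 32 changed miRNAs, and the largest of the others gave 11. Besides the real split these were drawn at random with a fixed seed, leaving out the split by time point, which cannot be fitted beside the time-point term. Of the 19 miRNAs raised by depletion, 15 had a mean of under 5 counts in undepleted libraries, so that their fold changes rest on few reads there. A fixed contaminant from the depletion reagents would weigh most in the library with the fewest counts. Of the 19, 6 had their highest normalised level in that library, the first serum of mouse 1069, fewer than the majority that this explanation predicts but more than 1 in 6 would give (16.7%). This prediction was written after the values had been seen. The study compared its probes with known miRNAs and found some that overlapped a probe completely, but which ones is not known here. In its serum pool, the high correlation it reported included miRNAs complementary or partly complementary to a probe. Here, capture by the probes of the miRNAs that fell, and a change in ligation once tRNA fragments are gone, could not be tested without sequences. The rise of MIMAT0000162 and the fall of MIMAT0004825 may therefore be technical, although both moved the same way in 6 of 6 sera.

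The choice of size factors matters for this comparison. Between TMM and median-of-ratios factors the log2 fold change of mmu-miR-16-5p moved from -0.56 to -0.29, and the changed miRNAs from 19 higher and 13 lower to 32 higher and 10 lower. No spike-in is in the files analysed here, so the data do not tell which zero is right.

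For the tumour comparison, 10 splits of the 6 libraries into groups of 3 exist. In each of the 4 fits only the real split, 1 of the 10, gave as many changed miRNAs, and no other split gave more than 1. The predictions for all splits were written after these counts were known. A share of 1 in 10 is the smallest this design allows, so this share cannot decide for or against chance. The DESeq2 adjusted p-values argue against chance for the changed miRNAs as a set. Under 0.05 and at least 2-fold changed were 33 mouse miRNAs in depleted and 12 in undepleted libraries, and 23 and 9 human miRNAs. For the interaction, all 10 splits gave 0 miRNAs, the real one included. No split can give fewer than 0, so this check decides nothing. Elapsed time, surgery and tumour also coincide in every serum and no biological explanation can be separated from them here. A difference in serum quality between the time points, such as haemolysis, was not testable either.

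Sera deviated from their time-point mean mostly as sera and not as libraries. The deviations of the 2 aliquots of one serum correlated with a mean r of 0.801 (predicted after part of the values had been seen), with a range from 0.64 to 0.91 over 6 sera. The first serum of mouse 1069 was the most deviant in both arms, with a root mean square deviation of 0.53 and 0.51 on the log2 scale, against 0.27 to 0.33 for the other sera drawn before injection. An error confined to one library is thus not a likely source of this deviation. A difference in serum quality, such as haemolysis, which the labels say was measured but whose values are not in the files analysed here, remains open.

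The most abundant human-annotated miRNA, MIMAT0002177, has no counterpart in the mouse tables within 10% of its counts. Human tumour origin would predict a share near 0 in tumour-free sera, but it held 50.4% of human-annotated counts there (prediction written after the result). Since it is the main reason why human-annotated totals exceed mouse-annotated ones, a candidate explanation is that its mouse counterpart was lost in counting, for example where reads match several mouse loci or overlapping annotations. The files do not allow a test of this. Its share fell after injection in 3 of 3 mice in both arms, a decrease that the mouse tables cannot show.

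The 14 human miRNAs counted only after tumour may include miRNAs released by the implanted cells, a hypothesis drawn from and tested on the same data. Larger libraries after injection do not account for all of them: with these libraries thinned to 1729906 counts, a median of 10 remained. The 1 miRNA counted only before was found without thinning. Thinning could raise that number, so it is no matching background for the 10. Host miRNAs of the same sequence would usually appear in both tables, and 0 of the 14 did. This does not exclude host origin, since MIMAT0002177 also lacks a mouse counterpart and was abundant in tumour-free sera. Without mouse 1069, which carries most of the counts, 4 miRNAs were left. The predictions for these tests were written when part of the counts had already been seen. Only the real one, 1 of the 10 splits, gave as many one-sided miRNAs, and the largest other split gave 4. A share under 0.05 is impossible with 10 splits, so this test cannot decide on chance. Reads misassigned between libraries of one sequencing run, or human RNA introduced during handling of the later samples, were not testable either. The order of mice, from 16.02 to 42.9 and 176 ppm, was the same in undepleted aliquots (39.6, 88.1 and 127 ppm), where it rests on 4, 7 and 9 counts with overlapping intervals. Whether it follows tumour size cannot be asked, as tumour sizes are not in the files analysed here.

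The ratio of miRNA counts in depleted to undepleted aliquots was 28.2 here. That is higher than the increase in mapped miRNA reads quoted from the study above. The difference cannot be interpreted, because that value came from another serum pool and took library size into account, whereas total reads are unknown here and raw counts were compared.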
